A study of Mus with 48 samples. Its data were reported in "Mechanisms and function of de novo DNA methylation in placental development reveals an essential role for DNMT3B" (2023).

How the data were processed

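DNA methylation was measured in Epi and ExE of single E7.5 mouse embryos by PBAT. Per the labels, the authors trimmed 75-bp paired-end reads with Trim Galore (version 0.4.2), mapped them to GRCm38 with Bismark (version 0.16.3) in PBAT mode, first as pairs and then as single reads, removed duplicates, and computed methylation in SeqMonk. The deposited values are percent methylation per autosomal window of 100 CpGs, made by the authors from the calls at CpG positions and kept only where a library had at least 10 informative CpGs. A percent therefore stands for an average over the positions of a window and not over reads, and the number of reads behind it is not in the file. Without counts per window, no counting error and no other minimum of depth could be applied. Sequencing depths per library, which the paper reports in its supplement, were not used here. The authors compared groups by logistic regression on calls with a minimum difference of 20 points, and limma on the percent values took its place here.

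The file held 344949 windows on 19 autosomes in 48 libraries, 337838 of them with a value in all 48. Groups followed the labels for genotype, line and tissue. Of the Dnmt3b het libraries, replicate 1 of each tissue carries a null and a floxed allele without Cre and the others carry a null and a WT allele with Cre, and they were kept as 1 group as labelled. Each KO was compared with the WT of its own line, tissue by tissue. Further comparisons were WT ExE with WT Epi (both lines, line as covariate), the KO effect in ExE with that in Epi (interaction), Dnmt3b cKO with het and with KO, Dnmt3b KO with Dnmt3l KO, DKO with Dnmt3b KO, and the WT lines with each other in ExE. Libraries of a group come from separate embryos per the labels. Same-numbered KO and WT libraries did not deviate together, and the numbers were not used as pairs in these fits. Within DKO, same-numbered Epi and ExE libraries did deviate together (r from 0.273 to 0.363 over 3 pairs), so these numbers were taken as embryos, by correlation and not by the labels. Other DKO pairings gave r from -0.200 to -0.108, which is no separate evidence, as deviations from a group mean cancel out. In the other genotypes same-numbered Epi and ExE libraries gave r from -0.114 to 0.0727.

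Windows with a value in every library of a fit were tested with limma (version 3.58.1, in R 4.3.3 with version 1.17.8 of data.table; lmFit and eBayes, two-sided), with Benjamini-Hochberg adjustment over windows. A window was called at an adjusted p under 0.05 and a difference of at least 20 points. Mean methylation per library was taken over the windows present in all libraries and compared by two-sided exact permutation, in which 3 against 3 libraries give no p below 0.1. Windows were grouped by length, which for 100 CpGs gives CpG density, and as holding a gene end, lying within a gene or lying outside genes. The incomplete conversion of each library was estimated from the 3379 windows of lowest methylation.

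Gene symbols came from a RefSeq table with positions and no strand, so promoters could not be told from gene ends. For each of 20665 protein-coding autosomal genes the CpG-denser of the windows at its ends was used, which is often but not always the promoter, giving 18978 windows. The 12 lists (germline genes, imprinted germline DMR genes, Hox clusters, developmental regulators, trophoblast regulators, pluripotency and epiblast genes, placental function genes, methylation machinery, housekeeping genes, clustered protocadherins, endoderm genes, and decidual, blood and vascular genes; 292 genes) were tested against all other such windows with camera of limma at a preset correlation of 0.01 and with an estimated one, and with fry for movement in 1 direction, with adjustment over the lists. These tests used differences in points and took no account of the WT level, which bounds what a list can lose. Genes of a list can share a window, as clustered protocadherins do (58 genes, 42 windows). Genes named were, per list and comparison, the 2 with the largest difference past the threshold without overlap of the groups and the 1 with the largest difference not past it. Dazl, Sycp1, Piwil2, Asz1, Sohlh2, Elf5, Nanog, Pou5f1, Dnmt3a, Dnmt3b and Dnmt3l were eligible throughout, as were the 5 windows with the largest decrease and the 5 with the largest increase. The text names part of these, and Igf2r, Klf13 and Bcl9 as the only higher windows of their comparisons. The paper names Dazl, Sycp1, Piwil2, Asz1 and Sohlh2 among genes upregulated in DKO ExE. It names Cts3, Ascl4 and Ceacam14, of the placental list, as downregulated in Dnmt3b KO syncytiotrophoblast. Results at these genes, and at lists that hold them, are therefore not independent support for the paper.

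Samples, comparisons, tests, lists and most alternatives were fixed before the data were examined. The alternatives were M values, a trended and robust prior, conversion correction, windows with at least 2 libraries per group, all groups of a tissue in 1 fit, WT of both lines, a minimum of 10 points, the replicate number as a block, leaving out each library, chet added to het, the Dnmt3ab WT alone, medians, other sets of windows and an estimated list correlation. Mean KO effects in ExE and Epi were compared by permuting labels within tissues after the effect common to both (additive fit) was taken off, and the p was set against 5000 simulated sets with the SDs of the groups and no gap. This test, an embryo block for the interactions and the opposite end window for the lists were chosen after seeing the data. For comparisons that share WT libraries, unchanged groups were simulated. The fits were tested on simulated data, drawn for each window on its own with its WT mean and the SD of the real libraries. Shifts of a whole library across windows were not simulated, so the rates below hold only without them. With 204679 windows lowered by 25 points as in Dnmt3b KO ExE 76.2% were recovered and 915 unchanged windows (0.671%) were called. With 6826 windows lowered in Dnmt3a KO ExE 61.4% were recovered at 30 points and 93.0% at 45 points, with 132 and 209 unchanged windows called. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.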

Results

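DNA methylation had been measured by post-bisulphite adaptor tagging (PBAT), a whole-genome bisulphite method suited to very few cells, in mouse embryos at E7.5. Epiblast (Epi), from which the embryo proper forms, and extra-embryonic ectoderm (ExE), the trophoblast tissue that contributes to the placenta, had been separated from single embryos. The data comprised 48 libraries, 23 from Epi and 25 from ExE. Embryos lacked the de novo methyltransferase DNMT3A (Dnmt3a KO), DNMT3B (Dnmt3b KO), both (DKO) or DNMT3L, the cofactor without catalytic activity (Dnmt3l KO), with n = 3 libraries per tissue for each. WT controls were given by line, with n = 3 in Epi and n = 3 in ExE for the Dnmt3ab line and n = 2 in Epi and n = 3 in ExE for the Dnmt3l line. A further set came from crosses with Sox2-Cre, which deletes a floxed allele in the epiblast lineage and not in ExE: Dnmt3b cKO (n = 2 per tissue), Dnmt3b het (n = 3 in Epi, n = 4 in ExE) and chet (n = 1 per tissue). Each library was described by its percent methylation over 344949 autosomal windows of 100 CpGs (GRCm38), of which between 2 and 3410 had no value in a given library. The number of reads behind a value was unknown, so no counting error could be given, and errors are spreads between embryos. The methylation of the targeted genes' own windows could not check the KO labels, since it does not show whether an exon was deleted. The CpG-denser end of Dnmt3b, for instance, lay at 2.86% ± 1.93 in Dnmt3b KO ExE and 1.97% ± 2.33 in WT ExE (SD, n = 3 each).

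The question of how the tissues differ without any mutation was addressed first. WT ExE was less methylated than WT Epi, with a mean over windows of 62.8% ± 2.04 (SD, n = 6) against 76.6% ± 2.89 (SD, n = 5). Loss was deepest in CpG-poor sequence: windows of 20 kb and over stood at 53.2% ± 3.91 in ExE and 80.6% ± 5.23 in Epi, whereas windows under 2 kb stood at 19.2% ± 1.42 and 20.2% ± 1.39. Against this direction, ExE was more methylated at Tdgf1, which encodes a NODAL co-receptor (53.8% ± 2.15 against 19.4% ± 11, adjusted p = 3.18e-05). The same held at Prdm14, a regulator of pluripotency (47.8% ± 10.7 against 22% ± 4.96), and at Gata3, a trophoblast transcription factor (41.3% ± 5.64 against 14.2% ± 3.96). The homeobox genes Hoxd4 (44.5% ± 4.23 against 15.9% ± 5.98) and Hoxb1 (37.6% ± 7.46 against 13.2% ± 3.98) were higher in ExE too. ExE was less methylated at the germ cell genes Tex19.1 (51.0% ± 8.40 against 81.1% ± 5.08) and Nlrp5 (54.5% ± 7.73 against 83.1% ± 7.96). The same held for the placental genes Prl8a8 of the prolactin family (45.1% ± 10.4 against 77.3% ± 8.39) and Ctsq, a placental cathepsin (48.2% ± 5.76 against 74.6% ± 4.30), and the imprinted gene Snrpn (46.6% ± 11.5 against 81.1% ± 4.96). At each of these genes the ExE and Epi libraries did not overlap.

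Among 39 genes of the Hox clusters 38 were tested, and 3 were higher and 0 lower in ExE by limma, while 37 of the 38 had a positive difference. Of 29 developmental regulators 1 was higher and 0 lower. Relative to all other gene windows, the Hox list (camera adjusted p = 1.91e-27), the developmental regulators (4.16e-20) and 15 trophoblast regulators (5.61e-06) were shifted upwards in ExE, and these calls held with an estimated correlation (adjusted p = 7.53e-04, 7.53e-04 and 0.00349). In the opposite end windows of the same genes the trophoblast regulators no longer passed (adjusted p = 0.0646). Of 49 germline genes 14 were lower and 0 higher (camera adjusted p = 0.0114, adjusted p = 0.376 with an estimated correlation), and of 15 placental function genes tested 6 were lower (0.0190, and adjusted p = 0.376 with an estimated correlation). The placental list did not pass on the M value scale (0.0528) or in the opposite end windows (0.113) either. The 58 clustered protocadherins, neuronal adhesion genes, held 18 lower and 13 higher calls. The trophoblast list held 1 lower and 1 higher call, and Elf5, an ETS factor of trophoblast stem cells, was at 84.2% ± 6.34 in ExE and 90.0% ± 3.37 in Epi (adjusted p = 0.158). Here and below, the Elf5 window is the CpG-denser end of the gene. Without strand it could not be told whether it holds the promoter, so its values are not promoter levels. Of 20 pluripotency and epiblast genes 2 were lower and 2 higher. Pou5f1, which encodes the pluripotency factor OCT4, was lower in ExE (52.4% ± 8.74 against 73.5% ± 4.59). Its difference dropped under 20 points without Dnmt3l WT ExE replicate 2 (-18.2) or Dnmt3l WT Epi replicate 2 (-19.5), and with the Dnmt3ab line alone (-16.4). Counts adjusted over the list alone were equal to these.

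In all, 85632 of 341235 windows (25.1%) were lower and 622 (0.182%) higher in ExE by limma at an adjusted p under 0.05 and a difference of at least 20 points. The mean of the libraries differed by an exact permutation test over 462 arrangements (two-sided p = 0.00216, the smallest it can give; adjusted p = 0.0346 over 16 such tests), lower in 6 of 6 ExE libraries. Among windows of 20 kb and over 87.4% were lower, against 9.11% of those of 2 to 5 kb. Windows under 2 kb held 288 lower and 287 higher calls. The largest increase lay outside genes (chromosome 5, 101537851 to 101540322; 64.2% ± 9.73 against 20.7% ± 7.26). The next lay in Barhl1 (chromosome 2, 28911919 to 28913077; 57.1% ± 13 against 15.1% ± 2.64), a homeobox gene. It was followed by Cyp26c1, a retinoic acid hydroxylase (chromosome 19, 37684968 to 37686572; 59.0% ± 7.78 against 18.7% ± 5.95), and Vax2, another homeobox gene (chromosome 6, 83713587 to 83715246; 50.4% ± 5.97 against 10.7% ± 2.17).

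**Figure D1:**
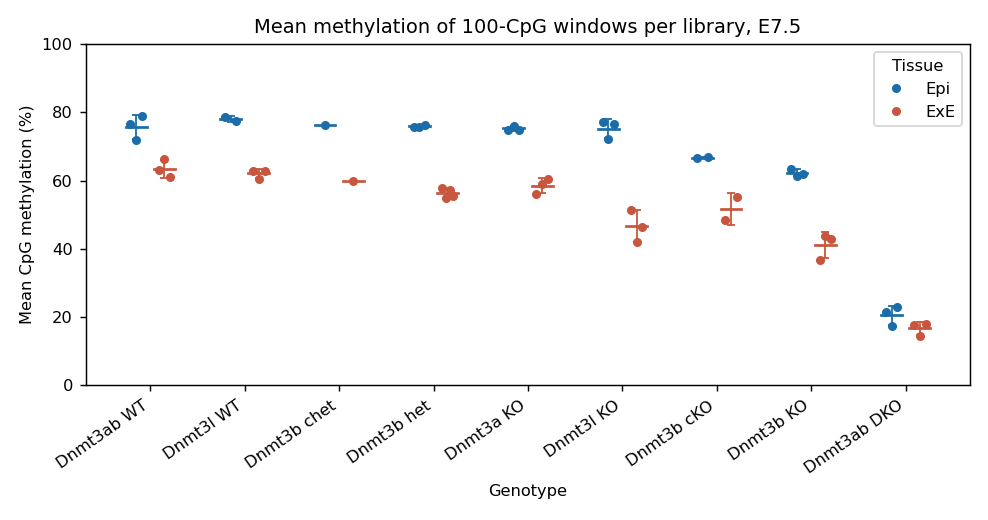
Mean CpG methylation in percent (y axis) of each library over the 100-CpG windows measured in all libraries, by genotype (x axis) and tissue (blue Epi, red ExE); points are libraries, the bar is the group mean and the error bar its SD, absent where n = 1. DKO libraries lay at 20.6% in Epi and 16.7% in ExE on average, and the Dnmt3l KO lay near WT in Epi (75.2%) but at 46.6% in ExE.

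DKO ExE lost methylation almost everywhere. The mean over windows was 16.7% ± 1.85 in DKO and 63.5% ± 2.66 in WT (SD, n = 3 each). Elf5 fell to 4.75% ± 4.06 from 85.6% ± 9.33 (chromosome 2, 103449633 to 103453417; limma adjusted p = 1.91e-07). Gtsf1, a factor of the piRNA pathway, fell to 4.39% ± 3.24 from 80.3% ± 5.76, the piRNA-binding gene Piwil2 to 15.5% ± 7.57 from 85.8% ± 5.33, and the synaptonemal complex gene Sycp1 to 8.79% ± 1.77 from 69.0% ± 5.98. Nanog, a pluripotency factor, fell to 7.06% ± 0.770 from 62.4% ± 7.84, and Pou5f1 to 8.94% ± 3.45 from 55.3% ± 6.18.

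Of the germline genes 45 of 49 fell, including Dazl, an RNA-binding regulator of germ cell formation (10.5% ± 9.10 from 70.7% ± 4.46). Others were Asz1, of the piRNA pathway (5.46% ± 5.77 from 72.3% ± 10.7), and Sohlh2, a germ cell transcription factor (9.42% ± 5.36 from 75.5% ± 5.31). The oocyte growth factor gene Gdf9 was unmethylated in both (7.76% ± 6.17 and 4.30% ± 4.82). Placental function genes fell at 14 of 16 tested, protocadherins at 35 of 58, endoderm genes at 8 of 11 and decidual, blood and vascular genes at 7 of 10. Pluripotency and epiblast genes fell at 13 of 20, and trophoblast regulators at 8 of 15. Genes of the methylation machinery fell at 6 of 12, Tet2, a 5-methylcytosine dioxygenase, to 13.1% ± 4.99 from 87.8% ± 3.26. Fewer members fell where WT levels were low: 8 of 39 Hox genes, 4 of 29 developmental regulators and 4 of 17 housekeeping genes. Of 13 genes with imprinted germline differentially methylated regions 6 fell, with a list mean of 27.2% in DKO and 48.7% in WT. Peg13 was at 36.8% ± 8.24 and 51.5% ± 6.64 (adjusted p = 0.0240, a difference under 20 points). Windows of this list are gene ends and need not hold the imprinted region itself. In this and the other comparisons they cannot show whether imprints were lost. The counts adjusted over the list alone were the same for all 12 lists. By camera the germline genes lost more than other gene windows (adjusted p = 1.17e-04) and the housekeeping genes less (0.0102). Neither call held with an estimated correlation (adjusted p = 0.525 for both) or in the opposite end windows (0.893 and 0.121). The housekeeping list stood at 20.2% in WT and could not lose as much as other gene windows did on average (-25.8 points). The germline list stood at 55.2% in WT and had more to lose in points than lists with low levels. Without Dnmt3ab WT ExE replicate 3 there were 4 lists past the threshold in place of 2.

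Of 341332 windows 307504 (90.1%) were lower and 1 was higher by limma. That window, in Klf13 (chromosome 7, 63937318 to 63937792), was 33.3 points higher with an adjusted p of 0.0411, and it is named here after its value was seen. The largest loss among windows lay in Eif4g3 (chromosome 4, 138013031 to 138015428; 5.03% ± 2.40 from 95.3% ± 4.06), a translation initiation factor gene. Windows under 2 kb were called lower in 19.7% of cases and those of 5 to 10 kb in 97.8%. The mean over windows differed by 46.8 points in size, larger than the spread between embryos, with an exact permutation p of 0.1, which is the smallest that 3 against 3 libraries allow.

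Dnmt3b KO ExE was hypomethylated to a smaller extent, at 41.2% ± 3.84 over all windows against 63.5% ± 2.66 in WT (SD, n = 3 each). Sycp1 fell to 14.7% ± 2.68 from 69.0% ± 5.98 (chromosome 3, 102935900 to 102937504; limma adjusted p = 9.21e-04), Brdt, a testis bromodomain gene, to 23.5% ± 4.22 from 70.6% ± 1.74, and Sohlh2 to 40.6% ± 1.68 from 75.5% ± 5.31. Prl3d1, a placental lactogen gene, fell to 29.0% ± 6.31 from 67.6% ± 3.11, the pluripotency-associated gene Dppa5a to 29.998% ± 3.52 from 68.5% ± 7.82, and Elf5 to 56.6% ± 5.14 from 85.6% ± 9.33 (adjusted p = 0.00211). Hoxb1 fell to 8.77% ± 3.24 from 43.6% ± 2.21.

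In that comparison 35 of 49 germline genes fell, among them Dazl (43.7% ± 4.38 from 70.7% ± 4.46), Asz1 (34.5% ± 12.1 from 72.3% ± 10.7) and Piwil2 (58.2% ± 6.03 from 85.8% ± 5.33). Protocadherins fell at 32 of 58, such as Pcdhb6 (12.6% ± 4.33 from 47.7% ± 5.60), and placental function genes at 10 of 16. Losses were seen at 7 of 20 pluripotency and epiblast genes and at 4 of 11 endoderm genes, with Amn, a visceral endoderm gene, at 8.81% ± 1.83 from 46.1% ± 4.55. Decidual, blood and vascular genes fell at 4 of 10, with the alpha globin gene Hba-a1 at 15.3% ± 7.14 from 54.4% ± 6.15. Hox genes fell at 5 of 39, trophoblast regulators at 3 of 15, and developmental regulators at 2 of 29. Housekeeping genes fell at 3 of 17 (Actb 33.5% ± 10.7 from 72.3% ± 3.79), methylation machinery at 1 of 12 and imprinted genes at 3 of 13 (Snrpn 25.1% ± 2.52 from 53.5% ± 13.2). Adjusted over the list alone, 2 imprinted genes passed and the other lists kept their counts. Nanog passed at 41.9% ± 14.4 against 62.4% ± 7.84, but not without Dnmt3b KO ExE replicate 2 (-12.2) or Dnmt3ab WT ExE replicate 3 (-16.9) or 2 (-19.95, adjusted p = 0.0621). Pou5f1 was at 38.5% ± 6.40 and 55.3% ± 6.18 (adjusted p = 0.0184, under 20 points).

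By limma 207386 of 341132 windows (60.8%) were lower and 1, in Bcl9 (chromosome 3, 97227137 to 97227657), was 21.4 points higher, a gene named after its value was seen. The mean over windows gave an exact permutation p of 0.1, the smallest possible. Loss reached 70.8% of windows outside genes, 54.3% of those within a gene and 46.7% of those holding a gene end. By camera the germline genes (adjusted p = 1.13e-06) and protocadherins (0.00493) lost more than other gene windows and housekeeping genes less (0.0395). None of these held with an estimated correlation (adjusted p = 0.4933, 0.4933 and 0.607). In the opposite end windows the germline list was at 0.628, the protocadherins at 0.232 in the other direction and the housekeeping genes at 0.208. The housekeeping list did not pass without WT replicate 3 (0.0805), KO replicate 1 (0.0840) or KO replicate 3 (0.0669). In WT the germline list stood at 55.2%, the protocadherins at 29.2% and the housekeeping genes at 20.2%, so their room to lose differed.

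Dnmt3l KO ExE stood at 46.6% ± 4.71 against 62.1% ± 1.38 in WT of its own line (SD, n = 3 each). Tex19.1 fell to 25% ± 6.18 from 58.2% ± 1.76 (limma adjusted p = 0.00825), Sycp1 to 21.5% ± 5.25 from 51.8% ± 4.99 and Piwil1, a piRNA-binding gene, to 26.9% ± 6.31 from 57.5% ± 7.88. The placental lactogen genes Prl3b1 (28.2% ± 5.48 from 62.5% ± 6.90) and Prl3d1 (42.0% ± 12.2 from 73.6% ± 3.85) fell too. So did Hbb-bt, a beta globin gene (29.4% ± 7.07 from 63.1% ± 11.3), Ptprc, which encodes the leukocyte antigen CD45 (28.6% ± 9.79 from 60.4% ± 6.35), and Ttr, an endoderm gene encoding transthyretin (52.0% ± 1.63 from 78.5% ± 3.82).

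Germline genes fell at 21 of 49 in Dnmt3l KO ExE, protocadherins at 6 of 58, and placental function genes at 4 of 17. Decidual, blood and vascular genes fell at 5 of 10, endoderm genes at 2 of 11, trophoblast regulators at 1 of 15 and imprinted genes at 1 of 13 (Airn, an imprinted noncoding RNA, 33.4% ± 12.7 from 62.2% ± 9.96). No Hox gene, developmental regulator, pluripotency or epiblast gene, housekeeping gene or methylation machinery gene passed limma with 20 points, and the counts adjusted over the list alone were the same for all 12 lists. Dazl (50.1% ± 4.67 and 68.4% ± 8.83, adjusted p = 0.0235) and Asz1 (43.8% ± 9.48 and 62.3% ± 4.18, 0.0241) missed the 20 points, while Piwil2 stayed at 80.2% ± 0.239 and 84.3% ± 7.51 (0.477). Calls near 20 points rested on single libraries. Elf5 (62.6% ± 7.94 from 82.7% ± 2.67, adjusted p = 0.0140) was at -18.6, -18.3 and -17.5 points without WT replicate 3, KO replicate 2 or KO replicate 3, and Sohlh2 (52.9% ± 7.83 from 76.0% ± 3.95) at -19.8 without KO replicate 3. Asz1 passed without WT replicate 3 (-20.05), KO replicate 1 (-20.3) or KO replicate 2 (-22.02), and Dazl without WT replicate 2 (-21.9) or KO replicate 1 (-20.9).

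In all 108258 of 344682 windows (31.4%) were lower in Dnmt3l KO ExE, and 67720 without KO replicate 2. The only higher window lay in the imprinted gene Igf2r (chromosome 17, 12769251 to 12769575; 31.6% ± 9.28 from 11.5% ± 3.42, adjusted p = 0.0175). The mean over windows gave an exact permutation p of 0.1, the smallest possible. The share of lower windows was 2.29% under 2 kb, 23.2% from 2 to 5 kb, 36.3% from 5 to 10 kb, 48.2% from 10 to 20 kb and 52.3% from 20 kb, and it was 43.9% outside genes against 22% within a gene. By camera the germline genes lost more than other gene windows (adjusted p = 3.58e-05; adjusted p = 0.489 with an estimated correlation and 0.137 in the opposite end windows). That was the only list to pass, against 2 with the replicate number as a block, 3 on the M value scale and up to 4 without a single library (KO replicate 3, with 3 without WT replicate 2, and 2 without WT replicate 1 or KO replicate 1). The germline list stood at 52.7% in WT of this line and had more to lose in points than lists with low levels.

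Dnmt3a KO ExE differed least from WT, at 58.5% ± 2.23 over all windows against 63.5% ± 2.66 (SD, n = 3 each). Its lowest levels relative to WT among germline genes were at Dazl (47.4% ± 6.53 and 70.7% ± 4.46, limma adjusted p = 0.137) and Sycp1 (46.5% ± 2.11 and 69.0% ± 5.98, 0.137). Asz1 was at 61.0% ± 1.88 and 72.3% ± 10.7, Piwil2 at 75.5% ± 3.19 and 85.8% ± 5.33, Sohlh2 at 68.1% ± 5.89 and 75.5% ± 5.31, and Elf5 at 72.5% ± 8.004 and 85.6% ± 9.33. None of these passed, though Dazl did with WT libraries of both lines (-22.1 points, adjusted p = 0.0453). Windows of 2 to 5 kb stood at 60.8% ± 1.62 against 68.2% ± 1.88, with no overlap between the libraries, whereas windows of 20 kb and over stood at 55.5% ± 4.37 against 53.6% ± 5.52.

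None of 341285 windows passed limma in this comparison, although 5308 were lower and 230 higher by 20 points at an unadjusted p under 0.05, and 18.2% of windows had an unadjusted p under 0.05 at any size. With all ExE groups in 1 fit 2270 windows passed, and with WT libraries of both lines 1436. In data simulated with the SDs of these libraries 61.4% of windows lowered by 30 points and 93.0% of those lowered by 45 were recovered. Smaller losses and shifts of a whole library were not simulated for this comparison. Germline genes held 0 calls over all windows and 5 adjusted over the list alone, imprinted genes 0 and 1, and the other 10 lists 0 and 0. In the germline list 43 of 49 differences were negative (camera adjusted p = 1.69e-06; adjusted p = 0.443 with an estimated correlation, and 0.901 in the other direction in the opposite end windows). The mean over windows gave an exact permutation p of 0.1, the smallest possible.

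The pattern of loss was then compared between KOs in ExE. Levels of Dnmt3b KO and Dnmt3l KO were correlated across 344412 windows (Pearson r = 0.923, Spearman rho = 0.910), which are not independent replicates, and single libraries of either genotype gave r from 0.799 to 0.872. The WT ExE groups of the lines, for scale, gave r = 0.956. The germline gene Sycp1 was low in both KOs (14.7% ± 2.68 and 21.5% ± 5.25, n = 3 each), as were Pcdhb6 (12.6% ± 4.33 and 20.8% ± 6.70) and Prl3d1 (29.0% ± 6.31 and 42.0% ± 12.2). Piwil2 was at 58.2% ± 6.03 in Dnmt3b KO and 80.2% ± 0.239 in Dnmt3l KO. Differences from WT, taken against separate WT lines, were correlated at r = 0.499 between Dnmt3b KO and Dnmt3l KO (covariance 41.7), at 0.0406 between Dnmt3a KO and Dnmt3b KO (2.72) and at 0.0322 between Dnmt3a KO and Dnmt3l KO. Against the same WT libraries Dnmt3a KO and Dnmt3b KO gave r = 0.312 and a covariance of 21.6, but simulated unchanged groups that share those libraries gave 0.499 and 19.3. DKO and Dnmt3b KO gave r = 0.480 (covariance 88.2) with shared and 0.377 (69.2) with separate WT libraries. In windows of at least 5 kb the values with separate WT libraries were 0.298 for Dnmt3b KO and Dnmt3l KO, -0.113 for Dnmt3a KO and Dnmt3b KO, -0.0948 for Dnmt3a KO and Dnmt3l KO and -0.00336 for DKO and Dnmt3b KO. Those with shared WT libraries were 0.271 for Dnmt3a KO and Dnmt3b KO and 0.187 for DKO and Dnmt3b KO. Of 106830 windows lower in Dnmt3l KO and tested in both, 85458 (79.99%) were lower in Dnmt3b KO, where independent lists would share 64968. Of 207318 windows lower in Dnmt3b KO 206152 (99.4%) were lower in DKO, where independent lists would share 186821 and part of the excess may come from the shared WT libraries.

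Directly compared, Dnmt3b KO ExE and Dnmt3l KO ExE held 0 windows past limma with 20 points, against 8922 lower and 95 higher in Dnmt3b KO at an unadjusted p under 0.05. This count was 24 on the M value scale, 4283 with a trended and robust prior and 6942 with all ExE groups in 1 fit. DKO ExE was lower than Dnmt3b KO ExE in 195862 of 344310 windows (56.9%) and higher in 13, with a median difference of -23.4 points, and its mean over windows was 16.7% ± 1.85 against 41.2% ± 3.84 (exact permutation p = 0.1, the smallest possible). The WT lines did not separate in ExE (63.5% ± 2.66 and 62.1% ± 1.38, exact permutation p = 0.4), with 0 windows past limma and 208 lower and 560 higher at an unadjusted p under 0.05.

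**Figure D2:**
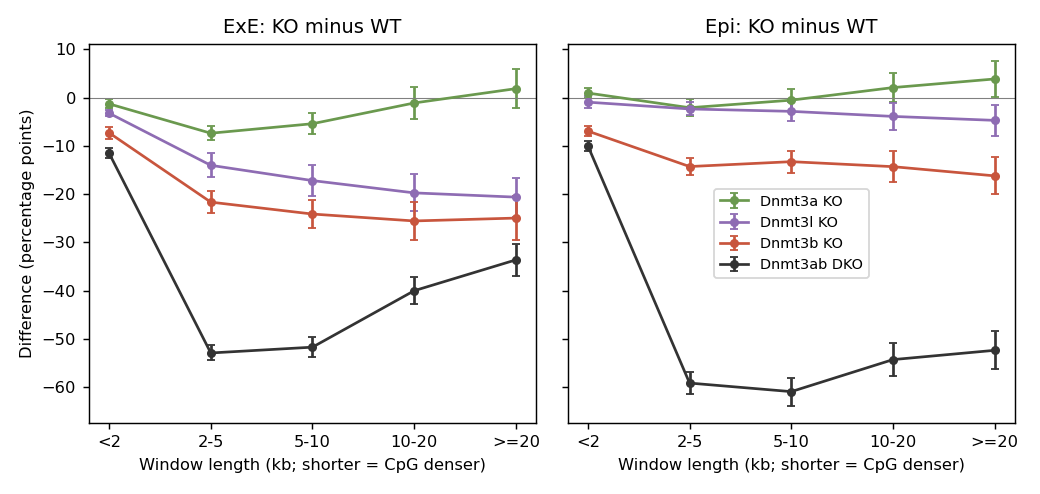
Difference in mean methylation, KO minus WT in percentage points (y axis), by window length in kb (x axis; shorter windows are CpG denser), in ExE (left) and Epi (right); points are differences of group means and error bars their standard errors. DKO ExE differed by -52.9 points in windows of 2 to 5 kb and by -11.5 under 2 kb, and Dnmt3a KO ExE by -7.39 and -1.31.

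Mean methylation in DKO Epi was 20.6% ± 2.81 against 75.7% ± 3.63 in WT (SD, n = 3 each). Sohlh2 fell to 4.76% ± 1.36 from 88.3% ± 7.05 (limma adjusted p = 1.25e-08), Hormad1, a meiotic chromosome axis gene, to 6.09% ± 2.71 from 86.2% ± 1.56, and Dazl to 8.92% ± 2.96 from 86.9% ± 2.61. Elf5 fell to 6.94% ± 1.88 from 90.4% ± 4.14 and Dppa2, expressed in pluripotent cells, to 6.98% ± 0.792 from 88.7% ± 7.61. Rbp4, an endoderm gene encoding retinol binding protein, fell to 9.50% ± 5.10 from 83.3% ± 0.654, and Pcdhb15 to 6.93% ± 5.11 from 69.6% ± 2.98.

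Germline genes fell at 44 of 49 in DKO Epi, placental function genes at 16 of 18, and protocadherins at 32 of 58. Pluripotency and epiblast genes fell at 10 of 20 (Pou5f1 12.7% ± 4.49 from 71.7% ± 5.30, Nanog 9.76% ± 3.33 from 52.3% ± 8.88), endoderm genes at 7 of 11 and decidual, blood and vascular genes at 7 of 10. Methylation machinery fell at 6 of 13, trophoblast regulators and housekeeping genes at 5 each of 15 and 17, imprinted genes at 5 of 13 and developmental regulators at 1 of 29. No Hox gene passed, and the Hox list mean was 9.79% in DKO and 8.98% in WT. Counts adjusted over the list alone were the same for all 12 lists. By camera germline genes lost more than other gene windows (adjusted p = 5.38e-05), and Hox genes (4.59e-09), developmental regulators (2.72e-07) and housekeeping genes (0.0205) less. None of these held with an estimated correlation (adjusted p = 0.427, 0.0614, 0.0614 and 0.427). The germline list stood at 66.6% in WT and had more to lose in points than lists with low levels. The lists that lost less stood at 8.98%, 7.72% and 23.2% in WT and could not lose as much as other gene windows did on average (-30.09, -30.07 and -30.04 points). These calls therefore cannot tell an effect of the KO from the WT level. Some room to fall was left, as the Hox list stood at 4.41% in Dnmt3b KO Epi. For the developmental regulators the signs differed, with a mean difference of -0.0972 points, a median of 0.284 and a downward fry direction. In the opposite end windows, tested at the preset correlation alone, the germline list was at 0.853 and the housekeeping genes at 0.214. The protocadherins, at 0.366 in the windows used here, lost less than others there (3.96e-08). In all 314781 of 344655 windows (91.3%) were lower and 10 higher by limma, and the mean over windows gave an exact permutation p of 0.1, the smallest possible. The largest loss lay in Mta3, a chromatin remodelling gene (chromosome 17, 83793925 to 83796560; 3.72% ± 1.66 from 97.3% ± 3.46). Among the higher windows was the gene end of Nr4a3, a nuclear receptor gene (chromosome 4, 48044972 to 48045441; 27.5% ± 3.57 from 3.96% ± 3.73).

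Dnmt3b KO Epi stood at 62.3% ± 1.06 against 75.7% ± 3.63 (SD, n = 3 each). Sycp2, a synaptonemal complex gene, fell to 15.9% ± 0.977 from 69.9% ± 8.07 (limma adjusted p = 7.51e-04), Rpl10l, a ribosomal protein gene of the testis, to 30.5% ± 7.52 from 81.9% ± 7.48, and Pcdhb17 to 9.62% ± 5.54 from 59.9% ± 4.47. Pou5f1 fell to 31.0% ± 7.25 from 71.7% ± 5.30 (adjusted p = 0.00140) and Tcl1, a kinase coactivator of pluripotent cells, to 41.1% ± 4.71 from 84.1% ± 6.93. Nanog (46.1% ± 1.77 and 52.3% ± 8.88, 0.305) and Elf5 (78.4% ± 2.37 and 90.4% ± 4.14, a difference under 20 points) did not pass.

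In Dnmt3b KO Epi 31 of 49 germline genes fell, including Dazl (44.0% ± 11 from 86.9% ± 2.61), Asz1 (44.95% ± 15.7 from 88.7% ± 4.96) and Sycp1 (31.8% ± 10.8 from 75.5% ± 6.48). Piwil2 was at 78.2% ± 6.67 and 89.7% ± 3.78, and Sohlh2 at 69.1% ± 11.4 and 88.3% ± 7.05, the latter passing without WT replicate 2 (-23.2), KO replicate 1 (-21.1) or KO replicate 3 (-23.7). Protocadherins fell at 34 of 58, placental function genes at 7 of 18 (8 adjusted over the list alone), pluripotency and epiblast genes at 7 of 20 and endoderm genes at 3 of 11. Decidual, blood and vascular genes fell at 3 of 10 and methylation machinery at 2 of 13. Imprinted genes (Snrpn 38.6% ± 17.4 from 78.5% ± 2.16) and housekeeping genes (Gapdh 11.6% ± 9.14 from 55.7% ± 4.85) fell at 1 each of 13 and 17. No Hox gene, developmental regulator or trophoblast regulator passed limma with 20 points. By camera protocadherins (adjusted p = 2.24e-10) and germline genes (7.14e-09) lost more than other gene windows, and Hox genes and developmental regulators less (0.0142 for both). With an estimated correlation the adjusted p was 0.201, 0.201, 0.417 and 0.201, and the germline list was at 0.926 in the opposite end windows. The germline list stood at 66.6% in WT and had more to lose in points than lists with low levels. The Hox genes and developmental regulators stood at 8.98% and 7.72% in WT, less than other gene windows lost on average (-11.03 and -11.02 points). They could not lose as much, so their calls cannot tell an effect of the KO from the WT level. These 2 lists did not pass on the M value scale (0.750 and 0.4932) or without WT replicate 3 (0.114 for both), nor the Hox list without KO replicate 2 (0.0513).

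By limma 66596 of 344284 windows (19.3%) were lower in Dnmt3b KO Epi and 0 higher, and also 0 higher at an unadjusted p under 0.05 with 20 points. With a 10-point minimum 152790 windows passed. The mean over windows gave an exact permutation p of 0.1, the smallest possible. By length, windows under 2 kb lost least in points (-6.94, 9.74% of them lower) and those of 20 kb and over most (-16.2, 30.9% lower). Windows under 2 kb stood at only 19.7% in WT, near the 20-point minimum. As a share of the WT level, 64.7% was left under 2 kb and 79.4% at 20 kb and over. Among the 5 windows with the largest decrease were those in Lmtk3, a kinase gene (chromosome 7, 45793561 to 45794342; 3.22% ± 2.37 from 75.9% ± 9.35) and Repin1, a zinc finger gene (chromosome 6, 48596667 to 48597403; 14.6% ± 7.10 from 87.2% ± 1.84). Of 65854 windows lower in Dnmt3b KO Epi and tested in both tissues, 51272 (77.9%) were lower in Dnmt3b KO ExE, where independent lists would share 40058. Windows below 20% in WT of both tissues could be called in neither, so some of this excess is built in.

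Dnmt3a KO Epi (75.2% ± 0.738 against 75.7% ± 3.63, SD, n = 3 each; exact permutation p = 0.9) and Dnmt3l KO Epi (75.2% ± 2.71, n = 3, against 78.0% ± 0.832, n = 2; exact permutation p = 0.3, where 0.1 is the smallest possible) lay within or near the spread of WT. In Dnmt3a KO Epi, Hormad1 (59.2% ± 6.40 and 86.2% ± 1.56) and Dazl (65.3% ± 1.49 and 86.9% ± 2.61) did not pass over all windows (limma adjusted p = 0.170 and 0.210). In that comparison 3 germline genes and 1 pluripotency gene, Tcl1 (63.4% ± 7.83 and 84.1% ± 6.93), passed adjusted over the list alone. Dazl passed with WT of both lines (-21.95 points, adjusted p = 0.0379). In Dnmt3l KO Epi, Sycp2 (47.6% ± 8.79 and 74.2% ± 0.618), Dazl (65.8% ± 9.10 and 87.8% ± 7.96) and the imprinted gene Peg3, a zinc finger gene (37.3% ± 3.41 and 65.6% ± 0.930), were all at an adjusted p of 0.939. There 2 germline genes, 3 protocadherins and 2 imprinted genes (Peg3 and Usp29, which share a window) passed adjusted over the list alone. The other lists held no calls in either comparison. By camera the germline genes of Dnmt3a KO Epi lay lower than other gene windows (adjusted p = 3.13e-09; adjusted p = 0.465 with an estimated correlation and 1.00 in the opposite end windows). The developmental regulators lay higher (0.0211; adjusted p = 0.644 with an estimated correlation and 0.561 in the opposite end windows), though at 0.275, 0.0509 and 0.119 without WT replicate 3, KO replicate 1 or KO replicate 3. The protocadherins of Dnmt3l KO Epi lay lower (7.55e-04), though not with an estimated correlation (adjusted p = 0.787), on the M value scale (0.278), in the opposite end windows (0.216) or without WT replicate 1 (0.448). In this comparison 3 lists passed without KO replicate 3. Leaving out a WT replicate left 1 WT library, which was assumed to vary like the KO group.

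Only 4 of 344530 windows passed limma in Dnmt3a KO Epi, all lower, against 585 lower and 106 higher at an unadjusted p under 0.05. They lay on chromosome 11 (117401966 to 117404716; 22.7% ± 6.997 from 69.2% ± 7.06) and chromosome 19 (53051651 to 53053672; 19.15% ± 4.70 from 61.8% ± 6.15). The others lay in Rps6kl1 on chromosome 12 (85140381 to 85142068; 34.8% ± 3.19 from 71.0% ± 2.56) and elsewhere on chromosome 12 (19667967 to 19675183; 54.7% ± 3.17 from 90.7% ± 2.97). None passed without WT replicate 1 or any 1 of the KO libraries, on the M value scale or with the replicate number as a block, and without WT replicate 3 the only call was 1 higher window. The count was 41 with a trended and robust prior, 60 with all Epi groups in 1 fit and 182 with WT of both lines. In Dnmt3l KO Epi 0 of 343121 windows passed limma, against 1052 lower and 81 higher at an unadjusted p under 0.05.

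**Figure D3:**
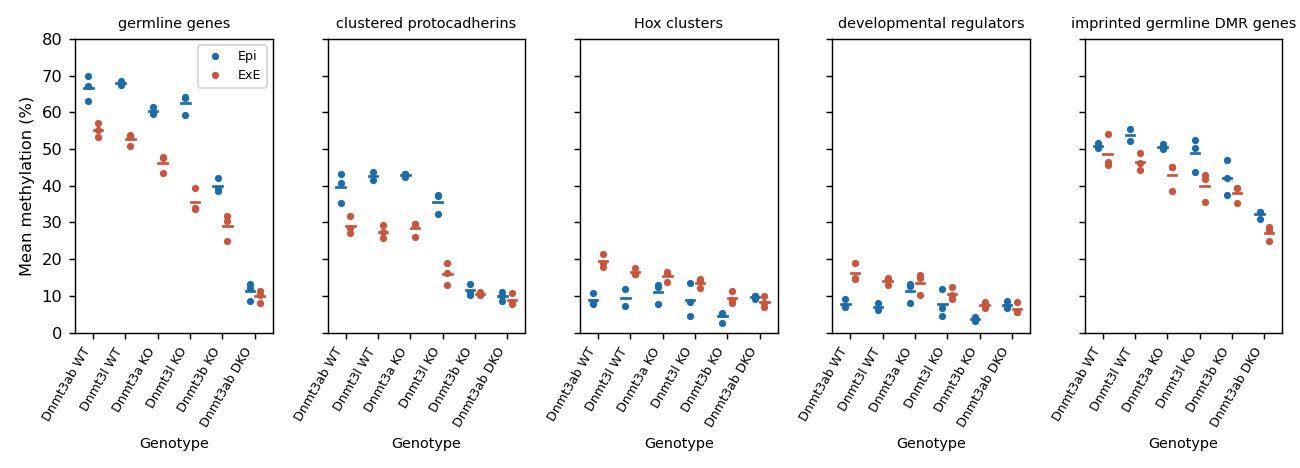
Mean methylation in percent (y axis) over the genes of 5 lists in each library, by genotype (x axis) and tissue (blue Epi, red ExE); points are libraries and bars group means. The germline list fell from 55.2% in Dnmt3ab WT ExE to 29.0% in Dnmt3b KO and 9.91% in DKO. In Epi the Hox list stood at 8.98% in Dnmt3ab WT and 9.79% in DKO.

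Whether a KO acted more strongly in ExE than in Epi was asked as the difference of the KO effects, from 3 libraries per group (2 for Dnmt3l WT Epi). Over all windows the mean differed from WT by -15.5 points in Dnmt3l KO ExE and -2.76 in Dnmt3l KO Epi, a gap between tissues of -12.8 ± 3.29 points (standard error). These values were -22.2 and -13.4 in Dnmt3b KO (gap -8.83 ± 3.47), -4.94 and -0.463 in Dnmt3a KO (-4.48 ± 2.93) and -46.8 and -55.1 in DKO (8.39 ± 3.25). DKO fell to 16.7% from 63.5% in ExE and to 20.6% from 75.7% in Epi, so Epi had more to lose in points. Permuting KO and WT labels within tissues could not test these gaps, since the permuted values carry the KO effect itself. With the effect common to both tissues taken off, permutation gave p = 0.02 for Dnmt3l KO, 0.015 for Dnmt3b KO, 0.15 for Dnmt3a KO and 0.03 for DKO. This permutation, chosen after the results were seen, was too lenient, as between 6.16% and 7.82% of simulated sets without a gap had a p of up to 0.05. Against the simulations the permutation p was 0.0338, 0.0308, 0.199 and 0.0394, and after adjustment over the 4 tests 0.0525 for Dnmt3l KO, Dnmt3b KO and DKO and 0.199 for Dnmt3a KO. These tests took the tissues as independent, although same-numbered DKO libraries deviated together, and with these paired the standard error of the DKO gap was 2.67 in place of 3.25. Whether the gaps pass is therefore left open. At the level of single genes, Sycp1 was at 21.5% ± 5.25 against 51.8% ± 4.99 in Dnmt3l KO ExE and 63.1% ± 9.10 against 65.6% ± 7.12 in Epi.

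By limma no window passed with 20 points for any of these 4 differences, the lowest adjusted p being 0.0618 for Dnmt3l KO, 0.0685 for DKO, 0.0730 for Dnmt3b KO and 0.602 for Dnmt3a KO. At an unadjusted p under 0.05 the effect was lower in ExE in 70900 windows and higher in 149 for Dnmt3l KO, 44810 and 955 for Dnmt3b KO, 5463 and 392 for Dnmt3a KO, and 1208 and 37308 for DKO. Single libraries decided the counts: for Dnmt3l KO 58540 windows passed without KO ExE replicate 1, 15809 without KO Epi replicate 2 and 5 without WT Epi replicate 1. For DKO 15186 passed without WT ExE replicate 2 and 1915 without WT Epi replicate 2. With a trended and robust prior 653 windows passed for DKO and 26 for Dnmt3b KO.

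The Sox2-Cre crosses asked whether ExE keeps its methylation when Dnmt3b is deleted in the epiblast lineage. Dnmt3b cKO Epi stood at 66.7% ± 0.170 (SD, n = 2) against 75.9% ± 0.372 in het Epi (n = 3), and Dnmt3b KO Epi at 62.3% ± 1.06 (n = 3). Dnmt3b cKO ExE stood at 51.7% ± 4.75 (n = 2) against 56.4% ± 1.37 in het ExE (n = 4), and Dnmt3b KO ExE at 41.2% ± 3.84. Both cKO ExE libraries (48.4% and 55.1%) and all het ExE libraries lay below the lowest WT ExE library (60.5%). The WT lines came from other crosses, and cKO was not tested against them. An absence of calls against het therefore does not show that cKO ExE kept the WT level. The chet libraries, with 1 floxed allele deleted in Epi, were at 76.3% and 59.9% (n = 1 each). In Epi 20268 of 344325 windows (5.89%) were lower in cKO than in het and 2 higher by limma, but 0 passed without either cKO library or on the M value scale (exact permutation p of the means 0.1, the smallest possible). In ExE 0 windows passed, against 4700 lower and 118 higher at an unadjusted p under 0.05 (exact permutation p of the means 0.133, where 0.0667 is the smallest possible). Against Dnmt3b KO, cKO Epi held 0 calls (100 lower and 4141 higher unadjusted, 2 calls with a trended and robust prior and 154 with all Epi groups in 1 fit). Dnmt3b cKO ExE held 0 calls against KO (34 lower and 43239 higher unadjusted, and 37271 calls with all ExE groups in 1 fit). Levels in cKO Epi and KO Epi were correlated across windows at r = 0.957.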

Values the study reported

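The study reported that 58.9% of autosomal 100-CpG windows lost methylation in Dnmt3b KO ExE, 34.6% in Dnmt3l KO ExE and 0.7% in Dnmt3a KO ExE. In epiblast it gave 25.3% for Dnmt3b KO, 0.2% for Dnmt3a KO and 0.1% for Dnmt3l KO. Methylation levels of Dnmt3b KO and Dnmt3l KO ExE were reported to correlate at R = 0.92.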

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

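The tests of the patterns below were chosen after the patterns were seen, and that of overall methylation in Dnmt3a KO was also written after its result, as were the permutation of tissue gaps and the test of shorter segments. In a group of 4 libraries, Dnmt3b het ExE replicate 1 stood far from the others in its estimate of incomplete conversion (Dixon ratio 0.949), and chance flags about 1 in 20 groups. This library differs from the others of its group in genotype. The KO effects on mean methylation differed between ExE and Epi, by -12.8 points in Dnmt3l KO, -8.83 in Dnmt3b KO and 8.39 in DKO, at a permutation p under 0.05 set against simulations (0.0338, 0.0308 and 0.0394), and at 0.0525 each after adjustment over 4 tests. That test ignored the pairing of DKO tissues (standard error 2.67 with it, 3.25 without), so whether the differences pass stays open. The DKO difference is in points, and WT Epi (75.7%) had more to lose than WT ExE (63.5%), with 20.6% and 16.7% left in DKO.

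Dnmt3b het ExE libraries (56.4% ± 1.37, n = 4) lay below all 6 WT ExE libraries, by -6.40 points (exact permutation p = 0.00476, 210 arrangements), while het and WT Epi differed by -0.762 points (exact permutation p = 0.75). Incomplete conversion was excluded as the cause, since the difference was -6.37 points after correction. More Epi cells in the WT samples were excluded as the sole cause. At 722 windows where Epi cells would lower WT instead, het ExE was also lower than Dnmt3l WT ExE, by -6.26 points. A part played by Epi cells beside another cause was not excluded. The window differences correlated with those of Dnmt3b KO at r = 0.329, in the range foreseen for a lower dose of Dnmt3b. With those of Dnmt3a KO they gave r = -0.0343, for which nothing had been foreseen. Since the hets came from other crosses than the WT lines, dose and cross could not be told apart, and the question stays open.

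Dnmt3a KO ExE was lower than WT in windows of 2 to 5 kb and not in windows of 20 kb and over: the gap between these classes was 5.30 ± 2.79 points in KO (SD, n = 3) and 14.3 ± 2.60 in WT (n = 6), exact permutation p = 0.0119 over 84 arrangements. Lower overall methylation would give the opposite, as WT libraries with lower means had larger gaps (r = -0.858), and at a difference of -8.96 points it was excluded. Incomplete conversion was excluded as well (-9.18 points after correction, WT SD 2.68). In Epi the gap differed by -4.70 points (exact permutation p = 0.0536, 56 arrangements). Other explanations, such as loss of DNMT3A activity outside CpG-poor domains, were not tested. The gap in WT Epi was -2.44 ± 2.92 points (SD, n = 5), and whether Epi cells in the KO ExE samples lowered their gap was not tested either.

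Same-numbered DKO Epi and ExE libraries deviated together across windows (r from 0.273 to 0.363). The overall level of an embryo, or cells of a more methylated tissue, was excluded as the sole cause, because the lowest r was 0.276 after the WT and DKO profiles were removed. Differing chromosome segments much longer than 100 windows (median 572916 bp) were excluded as the sole cause. The correlation 100 windows away was a share of 0.0555 of that at the same window. At 1 and 10 windows that share was 0.503 and 0.169. Segments of about 100 windows or shorter stay open, as they hardly reach 100 windows away, and so does a part played by longer ones. For mixing of Epi and ExE cells of an embryo at dissection the test was void: 0% of windows at 60% or more in 1 DKO tissue lay under 10% in the other, but the same value was 0 between WT tissues, a comparison added after the first result. Mixing and a state inherited by both tissues from earlier cells thus stay open.

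Other splits of the same libraries were compared with the real groups. Between 3 and 3 libraries only 10 splits exist, too few to judge: 1 of 10, the real one, reached the real count for DKO ExE (307505, highest other 0), Dnmt3b KO ExE (207387, 0), Dnmt3l KO ExE (108259, 0), DKO Epi (314791, 0), Dnmt3b KO Epi (66596, 0), Dnmt3a KO Epi (4, 0) and DKO against Dnmt3b KO ExE (195875, 0), and 10 of 10 for Dnmt3a KO ExE, Dnmt3b KO against Dnmt3l KO ExE and the WT lines (0, highest other 0). For WT ExE against Epi 1 of 100 splits, the real one, reached 86254 windows (highest other 81506, nearly the real split in mirror image, with 5 of the 6 ExE libraries exchanged for the 5 Epi libraries). A real count of 0 is reached by any split whatever the data, so those counts test nothing. The same holds for the differences between KO effects in ExE and Epi, where the real count was 0 and 40 of 40 splits reach it for DKO, Dnmt3b KO and Dnmt3a KO. Some of these splits called up to 302847 windows for DKO and 125049 for Dnmt3b KO, with 2 of the 6 KO libraries exchanged for WT in each case.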

How the results depend on the processing

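The embryo block and the opposite end window were chosen after results were seen. Over all alternatives 541 values of comparisons kept their direction and side of the threshold or their size, 74 moved and 1 reversed, and of values of single genes and lists 5237 were kept, 222 passed newly, 78 no longer passed and 5 reversed. Unknown depth per window limits each of them, as windows with few reads cannot be set aside. Except where the construction shows it (fewer libraries, more libraries for the spread, a lower minimum), the cause was not tested.

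With a minimum of 10 points, 186444 windows were called in Dnmt3l KO ExE and 152790 in Dnmt3b KO Epi. With all groups of a tissue in 1 fit the counts were 2270 (Dnmt3a KO ExE), 60 (Dnmt3a KO Epi), 154 (cKO against KO Epi), 37271 (cKO against KO ExE) and 6942 (Dnmt3b KO against Dnmt3l KO ExE), and with WT of both lines 1436 (Dnmt3a KO ExE) and 182 (Dnmt3a KO Epi). On the M value scale they were 0 (Dnmt3a KO Epi), 0 (cKO against het Epi) and 24 (Dnmt3b KO against Dnmt3l KO ExE). With a trended and robust prior they were 41 (Dnmt3a KO Epi), 653 (DKO, ExE effect against Epi effect), 26 (the same for Dnmt3b KO), 2 (cKO against KO Epi) and 4283 (Dnmt3b KO against Dnmt3l KO ExE).

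With the replicate number as a block, 0 windows were called in Dnmt3a KO Epi, and the lists past the threshold were 2 in Dnmt3l KO ExE and 3 in Dnmt3l KO Epi. The replicate block moved no other count of calls by over 1.5 times. Same-numbered KO and WT libraries share only a number, as no comparison had all its pairs above r = 0.1. The embryo block changed no call of the differences between tissues.

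As medians over windows, differences from WT were -53.3 (DKO ExE), -26.4 (Dnmt3b KO ExE) and -65.1 points (DKO Epi), that of WT ExE from Epi -17.2 and that of cKO from het Epi -9.89. Without windows under 2 kb they were -49.6 (DKO ExE) and -58.8 (DKO Epi), and after conversion correction -54.9 in windows of 2 to 5 kb of DKO ExE. In windows of at least 5 kb, r was 0.874 between levels of Dnmt3b KO and Dnmt3l KO ExE. For differences from WT it was 0.298 (Dnmt3b KO and Dnmt3l KO), 0.271 (Dnmt3a KO and Dnmt3b KO, shared WT), -0.113 (the same, separate WT), -0.0948 (Dnmt3a KO and Dnmt3l KO), 0.187 (DKO and Dnmt3b KO, shared WT) and -0.00336 (the same, separate WT).

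With an estimated correlation 0 lists passed in DKO ExE, 0 in Dnmt3b KO ExE, 0 in Dnmt3a KO ExE, 0 in Dnmt3l KO ExE, 0 in DKO Epi, 0 in Dnmt3b KO Epi, 0 in Dnmt3a KO Epi and 0 in Dnmt3l KO Epi, and 3 in WT ExE against Epi. On the M value scale 3 lists passed in Dnmt3l KO ExE, 2 in Dnmt3b KO Epi and 0 in Dnmt3l KO Epi. In the opposite end windows 1 list passed in Dnmt3b KO ExE, 3 in Dnmt3a KO ExE, 0 in Dnmt3a KO Epi and 0 in Dnmt3l KO Epi. All values at the opposite ends come from camera at the preset correlation of 0.01. An estimated correlation, with which no list call of a KO held in the windows used above, was not applied there. Low p-values at the opposite ends therefore do not show that a call would hold with it. There the direction turned for germline genes (adjusted p = 0.901) and placental function genes (0.00648) in Dnmt3a KO ExE, and for protocadherins in DKO Epi (3.96e-08), DKO ExE (2.93e-15) and Dnmt3b KO ExE (0.232). In the same direction at both ends were Hox genes (1.81e-71), developmental regulators (3.92e-29) and germline genes (0.0443) in WT ExE against Epi, and Hox genes (1.78e-106) and developmental regulators (5.84e-32) in DKO Epi. The same was true of protocadherins (3.03e-09), Hox genes (9.78e-05) and developmental regulators (0.00876) in Dnmt3b KO Epi. Passing at the opposite ends alone were Hox genes in DKO ExE (2.15e-21), Dnmt3b KO ExE (1.55e-06) and Dnmt3l KO ExE (5.04e-07), and developmental regulators in DKO ExE (2.17e-04), all losing less than other windows. Whether the WT level or the KO set these smaller losses was not tested. Against the same WT libraries the Hox mean difference was -21.4 points in DKO ExE and -14.7 in Dnmt3b KO ExE, so the latter was not at its bound. Protocadherins, upwards (0.00124), and pluripotency and epiblast genes, downwards (0.0261), also passed there alone in Dnmt3a KO ExE, and the latter, upwards (0.0354), in WT ExE against Epi. The other list calls did not pass at the opposite ends.

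Leaving out 1 library at a time, the count ranged from 0 to 5 in Dnmt3a KO Epi (1 higher window, a turned direction, without Dnmt3ab WT Epi replicate 3), from 67720 to 149627 in Dnmt3l KO ExE, from 0 to 14585 for cKO against het Epi, and for the ExE effect against the Epi effect from 0 to 15186 in DKO and from 0 to 58540 in Dnmt3l KO. The lists past the threshold ranged from 2 to 4 in DKO ExE, 1 to 4 in Dnmt3l KO ExE, 2 to 4 in Dnmt3b KO Epi, 1 to 3 in Dnmt3a KO Epi and 0 to 3 in Dnmt3l KO Epi. Where a cKO group or Dnmt3l WT Epi was left with 1 library, that library was assumed to vary like the other libraries of its fit.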

Other observations

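The results of this part were described after they were seen. Some methylation remained in DKO embryos: 2381 windows were at 50% or more in all 6 DKO libraries, of which 179 were shorter than 2 kb, 1194 of 2 to 5 kb, 837 of 5 to 10 kb, 169 of 10 to 20 kb and 2 of 20 kb and over.

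By limma, lower windows made up 0% of those tested in Dnmt3a KO ExE, 0.00116% in Dnmt3a KO Epi and 0% in Dnmt3l KO Epi. Windows lower by 20 points without a test made up 1.56%, 0.170% and 0.371%. The study counted by logistic regression on calls, which percent values do not allow, so these shares were not compared with those quoted above.

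The ends of the targeted genes showed no mark of their deletion: the window of Dnmt3a was at 69.5% ± 4.14 in Dnmt3a KO ExE and 78.4% ± 1.40 in WT (limma adjusted p = 0.319), and that of Dnmt3l at 38.4% ± 1.43 in Dnmt3l KO ExE and 40.4% ± 4.85 in WT (0.722).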
